A study of Mus musculus with 2 samples. Its data were reported in "Mesenchymal WNT signaling coordinates epithelial and mesenchymal differentiation in the developing murine ureter" (2026).

How the data were processed

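Total RNA of ureters dissected from embryos at embryonic day 14.5 (E14.5) was profiled on 2 two-colour microarrays. Each array held a pool of *Ctnnb1-cKO* ureters against a pool of control ureters. Array 1 carried male pools with the *Ctnnb1-cKO* RNA in the red dye, and array 2 carried female pools with the *Ctnnb1-cKO* RNA in the green dye. Groups and dyes were taken from the deposited labels. The sign of array 2 was flipped so that each log ratio read *Ctnnb1-cKO* over control. Dye and sex changed together between the arrays and cannot be told apart.

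Per the file headers, the scanner files held spot intensity in each colour, local background intensity, flags, and processed signals that the scanner software had background-subtracted and dye-normalized. The deposited log10 ratio of red over green came from those processed signals. The deposited flags are of the unit other, and mark spots as outliers, saturated or well above background. The authors' series table held a signed fold change per probe and array, given here as a score because no value lay between -1 and 1. How that table was scaled was not stated. Of the settings tried, processed signals scaled to a common 75th percentile and floored at 15 came closest, with 89.2% of probes of array 1 and 84.8% of array 2 within 0.051 of the deposited value. Each of 39429 probes was printed 4 times. Probe positions are on mm9 as the files give them. Of the probes, 28328 were named by matching their accession to a RefSeq gene table of GRCm38.p6, used for names only, and the others kept the name in the file. This gave 30011 gene names, of which 7344 had more than 1 probe.

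Mean intensities were background-corrected with normexp (offset 50) and normalized by loess within each array in limma 3.58.1 (R 4.3.3). Control spots were left out after normexp, and outlier spots were left out as well. Spots of a probe were averaged, and a gene was represented by its brightest probe, the one with the highest mean log2 intensity over both arrays. Slide and scan were shared by both arrays and were not tested as a batch.

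A gene was called by the fold rule when it changed at least 2-fold in the same direction on each array with a processed signal of at least 100 in the brighter channel of each. The thresholds are those of the study's methods, whereas the condition on the brighter channel, the loess-normalized ratios and the choice of the brightest probe were set here. The rule gives no p-value. In addition, limma's lmFit and eBayes were run on the log2 ratios of the 20990 genes whose probe was well above background in most spots of at least 1 genotype's channel on both arrays, with Benjamini-Hochberg adjustment and a threshold of 0.05. Each gene had 1 residual degree of freedom, and limma's prior added 3.56. Each SE below is limma's moderated SE, which draws on that prior and does not measure the spread of the 2 arrays alone. An exact sign-flip test of 2 arrays cannot go below p = 0.5 and was not run. The 26 gene lists were fixed before the data were examined and tested with camera at a preset correlation of 0.01. Of these, 4 lists were named by the study from these same arrays and are not independent evidence. All 4 hold only part of the study's own lists. A further 3 lists (pan epithelium, pan mesenchyme, interferon response) were written after the most changed genes had been seen and got no set test. Named genes were the label-check genes, the 8 with the largest mean change in each direction among genes past both criteria, and members of the fixed lists. For the nephric duct and ureteric bud list, genes called lower when adjusted over the list alone are not reported here.

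Where a genotype was not well above background on either array, the fold is a bound. It sets the mean normalized log2 channel value of the brighter genotype against, per array, the higher of the dim probe's own value and the lowest value among probes well above background.

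The tests were run on simulated data with 20990 genes for the comparison of *Ctnnb1-cKO* with control, of which 200 were changed. Each changed gene was given a change of at least 2-fold, and genes varied independently. Over 40 simulations limma recovered 97.8% of the changed genes on average. The share of false calls averaged 6.39% and ranged from 2.53% to 10.3%, so the nominal threshold of 0.05 was slightly exceeded. In the data limma called many more genes, most of which did not pass the fold rule. Changes under 2-fold were not simulated, so these shares do not describe the limma counts below. With no gene changed, the fold rule without its signal condition gave 2.9 calls on average. The alternatives to background correction, normalization, filters, probe choice, test and pairing were fixed before the data were examined. The number of arrays limits the precision of every value.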

Results

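To determine how loss of *Ctnnb1* from cells that express *Tbx18* changed transcript levels in the ureter, pools of *Ctnnb1-cKO* ureters (*Tbx18*cre/+;*Ctnnb1*flox/flox) were compared with pools of control ureters at E14.5. *Ctnnb1* encodes beta-catenin, which mediates canonical WNT signaling. There were 2 arrays, 1 with male and 1 with female pools. The median spot intensity over local background was 10.7 and 21.0 for the *Ctnnb1-cKO* and control channels of the male array, and 22.2 and 8.91 for those of the female array. Between 70.5% and 74.6% of probe spots were well above background in each channel. No probe spot was saturated.

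The targeted gene was examined first. The only *Ctnnb1* probe (A_52_P424585; mm9 chromosome 9, 120869274 to 120869333) gave log2 ratios of 0.11 on the male and 0.04 on the female array. The mean of 0.07 ± 0.07 (moderated SE, n = 2) did not differ from 0 (limma, adjusted p = 0.662). The *Ctnnb1* signal therefore did not distinguish the genotypes, and all directions below rest on the dyes in the labels. Whether the probe lies in a deleted exon was not analysed here. *Tbx18*, of which the labelled *Ctnnb1-cKO* carries 1 cre allele, had log2 ratios of -2.03 on the male and -2.28 on the female array. On average it fell by 2.16 ± 0.09 (moderated SE, n = 2) and was called by limma (adjusted p = 0.000964). This call was lost with median centring (-2.02, adjusted p = 0.0624) and in the authors' series table (-2.15, adjusted p = 0.0593). *Xist* had a processed signal of 42.4 in the male and 4926 in the female *Ctnnb1-cKO* pool. *Ddx3y* had a processed signal of 4191 in the male and 4.2 in the female *Ctnnb1-cKO* pool. These signals matched the sexes in the labels.

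The arrays were then compared with each other. Across the 20990 tested genes, their log2 ratios had a Pearson's r of 0.82 and a Spearman's rho of 0.51; genes are not independent replicates, so no p-value is given. The sign was shared by 64.2% of tested genes. Without flipping array 2, which leaves the contrast of dye and sex, 1 gene changed at least 2-fold the same way. In that contrast limma called 0 genes, with 259 at an unadjusted p under 0.05. Median centring moved the agreement most, to an r of 0.52.

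**Figure D1:**
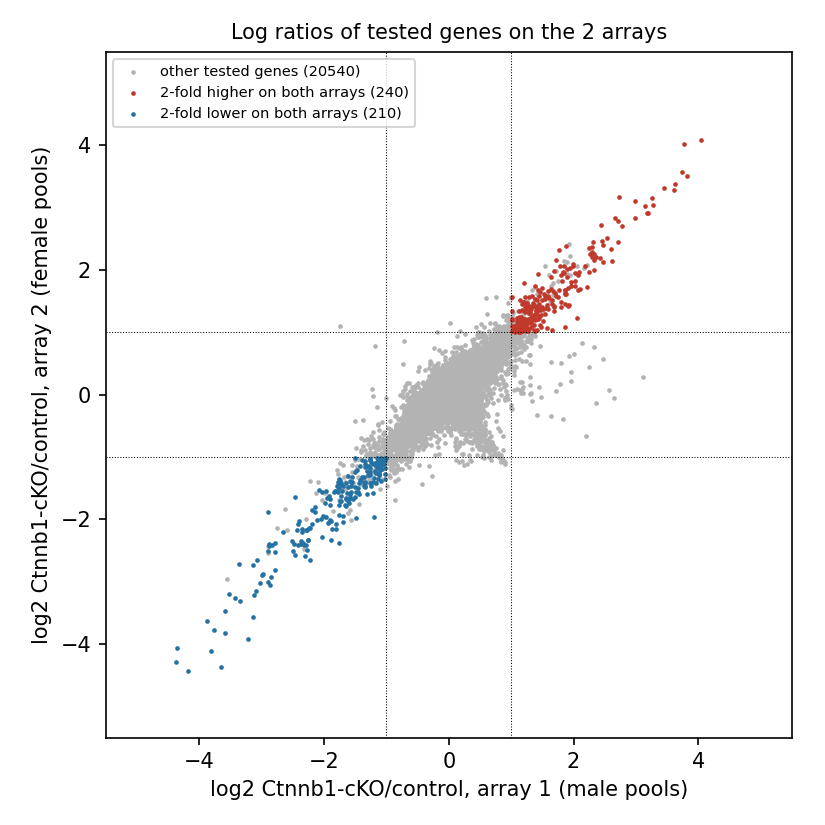
Log2 ratio of *Ctnnb1-cKO* over control for each tested gene on array 1 (x axis) and array 2 (y axis). Dotted lines mark 2-fold, and colours mark the 240 genes higher and the 210 genes lower on both arrays. Grey points beyond both lines either had a processed signal under 100 or, for 1 gene, opposite signs on the arrays.

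By the fold rule, 240 genes were higher and 210 genes were lower in *Ctnnb1-cKO* ureters, among 15092 genes with enough signal on both arrays. At least 4-fold changes were found for 38 higher and 60 lower genes. A threshold of 1.5-fold moved these counts most, to 558 higher and 439 lower. All 450 genes were also called by limma. In total limma called 1668 genes higher and 1305 lower, 14.2% of those tested. With median centring in place of loess limma called 0 genes, with 3761 at an unadjusted p under 0.05 and a smallest adjusted p of 0.0515. Under every other alternative run, limma called between 1536 and 1949 genes higher and between 1218 and 1840 lower. Similar counts did not always mean the same genes. In the authors' series table, 493 of the genes called higher and 384 of those called lower were the same. Of the 450 genes, 127 had another detected probe. That probe went the opposite way for *Svopl* alone, and averaged less than 2-fold for 60 genes.

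The largest increases were found for *Gm3289* (4.06 ± 0.07 on the log2 scale, moderated SE, n = 2), *Cbln4* (3.90 ± 0.09) and *Spink8* (3.67 ± 0.10). *Gm15056*, *Aoc1*, *Aldh1a3*, *Cltrn* and *Slc32a1* followed with log2 ratios from 3.65 to 3.21. The largest decreases were found for *Upk1b* (-4.32 ± 0.07), *Car3* (-4.31 ± 0.09) and *C1ql3* (-4.21 ± 0.09). *Avpr1a*, *Iigp1*, *Npy1r*, *Slc17a8* and the transcript ENSMUST00000131638 followed with log2 ratios from -4.01 to -3.71. *Slc17a8* was not well above background in the *Ctnnb1-cKO* channel of either array and was at least 11.8-fold lower. *Cbln4* was well above background in the control channel on 1 of 2 arrays, so the size and rank of its increase are uncertain. The limma adjusted p of these genes lay between 0.000441 and 0.00113.

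**Figure D2:**
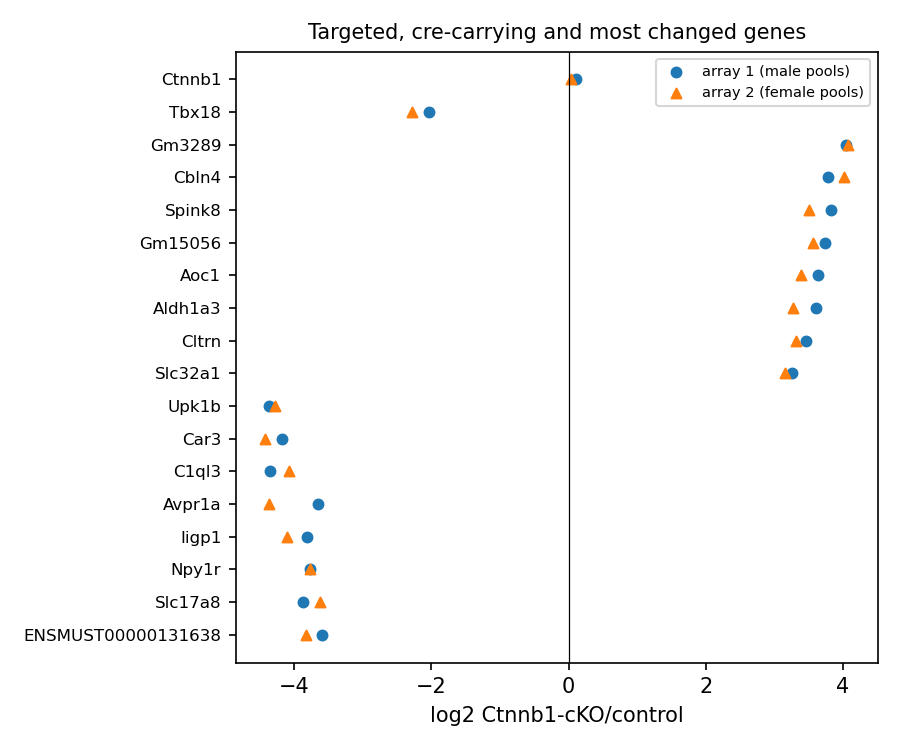
Log2 ratio of *Ctnnb1-cKO* over control (x axis) for *Ctnnb1*, *Tbx18* and the 8 most changed genes in each direction, with a circle for the male and a triangle for the female array. *Ctnnb1* lies near 0 at 0.11 and 0.04, and the other genes lie on the same side of 0 on both arrays.

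Gene lists addressed smooth muscle and urothelial differentiation. The urothelium list had a median log2 ratio of -1.22 (camera, adjusted p = 2.96e-10), and limma called 11 of its 17 tested genes lower over all genes and 13 adjusted over the list alone, where it also called *Krt5* (0.36) and *Cldn4* (0.27) higher. The log2 ratio was -2.66 for *Upk3a* and -2.02 for *Upk2*. *Trp63* depended on the probe. Its brightest probe had a mean log2 ratio of 0.04, while probe A_51_P216550 had -3.92. Of the remaining probes, A_52_P338796 was not well above background in the *Ctnnb1-cKO* channel of either array and was at least 2.28-fold lower. A_55_P1952056 had -0.91 and was well above background in that channel on 1 of 2 arrays. The smooth muscle list had a median of -1.10 (camera, adjusted p = 5.64e-06), with 9 of 13 tested genes lower over all genes and 10 adjusted over the list alone. Another 2 genes, *Synpo2* (1.92) and *Pcp4* (1.14), were called higher by limma and by the fold rule. The log2 ratio was -2.71 for *Myocd* and -2.23 for *Myh11*. *Acta2* had -1.15 on the male and -0.20 on the female array and was called lower adjusted over the list alone but not over all genes (limma, adjusted p = 0.166).

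Lists of signaling targets addressed which pathways changed. The BMP target list had a median of -0.74 (camera, adjusted p = 5.01e-10), with 10 of 11 genes lower over all genes and 10 adjusted over the list alone. That median is the value of *Bambi*, which was not well above background in the *Ctnnb1-cKO* channel of either array. *Bambi* was at least 1.46-fold lower, so the size of the median is uncertain. Across the alternatives the median ran from -0.58 in the authors' series table to -0.93 with the scanner software's processed signals. *Bmp4* fell by 0.57 (limma, adjusted p = 0.015). The lists of WNT targets (-0.27, adjusted p = 0.105), hedgehog targets (0.03, 0.798), FGF targets (0.19, 0.122) and retinoic acid targets (-0.17, 0.429) did not pass with camera. That test looks for a shared direction, so a list whose genes moved both ways can fail it. Among hedgehog targets, limma called *Foxf1* (-1.15), *Foxl1* (-0.56) and *Bmp4* lower and *Hhip* (0.67) higher over all genes. The entry Cdo of the hedgehog list was matched by synonym to *Cdo1*, so its place there is uncertain. WNT targets moved both ways: limma called 4 higher and 7 lower over all genes, and 5 and 8 adjusted over the list alone. *Sp5* rose by 3.04 and *Lef1* fell by 1.38. *Axin2* had 0.27 and was called higher adjusted over the list alone but not over all genes (limma, adjusted p = 0.134). Retinoic acid targets moved both ways as well, with 2 higher and 2 lower over all genes, and 4 and 4 adjusted over the list alone. Genes of retinoic acid synthesis had a median of 1.60 (camera, adjusted p = 0.000373).

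The nephric duct and ureteric bud list had a median of 1.10 (camera, adjusted p = 9.59e-10), with 12 of 15 genes higher over all genes and 12 adjusted over the list alone. *Wnt6* rose by 3.15 and *Ret* by 1.10. The nephron progenitor list had a median of 0.44 (adjusted p = 0.00279). The kidney epithelium (0.04, 0.13), renal stroma (-0.26, 0.0918) and mature collecting duct lists (-0.00339, 0.429) did not pass. Skeletal muscle (1.00, 3.16e-06), neural crest and neuron (0.73, 1.09e-07) and macrophage genes (0.25, 0.0127) were higher. The macrophage median was 0.41 on array 1 and 0.17 on array 2. Proliferation genes were lower by a small amount (-0.08, 0.0484), with medians of -0.18 and -0.03 on the arrays. That call was lost without background subtraction (0.0859), with a normexp offset of 16 (0.0564), with the scanner software's processed signals (0.0529), with the filter on every spot (0.0505) and with median centring, where the median was 0.03 (0.393). The lists of adventitia and matrix (-0.04, 0.946), adherens junction (0.12, 0.13), gonad and adrenal (-0.02, 0.886), erythroid (-0.06, 0.504) and endothelial genes (-0.15, 0.13) did not pass. For adventitia and matrix the mean was 0.16, opposite in sign to the median and to camera's direction, and for hedgehog targets the mean was -0.08 against a median of 0.03. The adventitia and matrix median was 0.18 on array 1 and -0.26 on array 2, so its sign differed between the arrays. The 4 lists of genes the study named from these arrays had medians of 1.61, -1.35, 1.67 and -1.62. They are not independent evidence, and all 4 hold only part of the study's own lists.

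With camera, 8 lists were higher and 6 lower, with 2 of the study's lists in each direction. Under fry, urothelium, BMP targets, nephric duct and bud, nephron progenitor and the 4 study lists still passed, whereas smooth muscle, retinoic acid synthesis, skeletal muscle, neural crest and neuron, macrophage and proliferation did not. FGF targets (adjusted p = 0.0312) and renal stroma (adjusted p = 0.0195) passed with fry and not with camera. With a correlation estimated from the data 0 lists passed. With 1 residual degree of freedom that test has little power, and the 4 study lists, picked from these arrays, also had an adjusted p of 0.402, the smallest of any list.

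**Figure D3:**
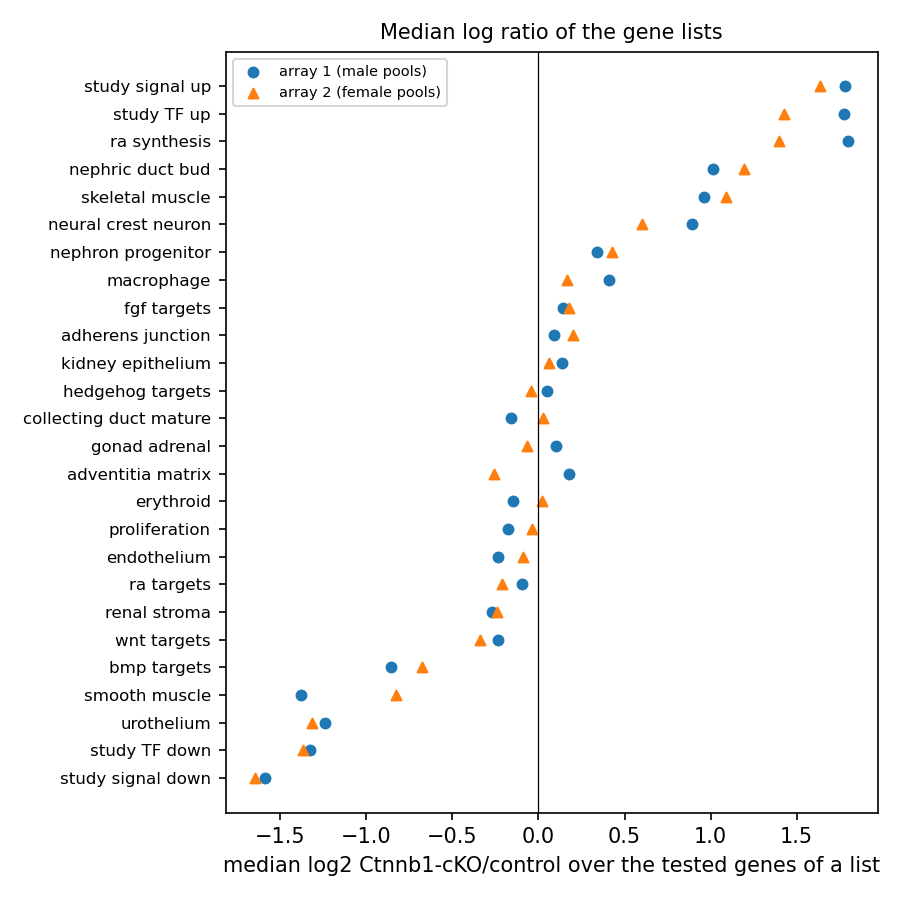
Median log2 ratio of *Ctnnb1-cKO* over control over the tested genes of each list (x axis), with a circle for the male and a triangle for the female array. Urothelium lies at -1.24 and -1.31, and nephric duct and bud at 1.01 and 1.19.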

Values the study reported

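With cut-offs of an intensity of at least 100 and a fold change of at least 2 on each array, the study reported 268 genes with raised and 255 genes with lowered expression in *Ctnnb1-cKO* ureters at E14.5. It counted 24 transcription factor genes among the former and 29 with reduced expression. For *Bmp4* it gave a 1.5-fold downregulation over the whole ureter. By RNA in situ hybridization it found *Bmp4* strongly reduced in the mesenchyme and increased in the epithelium. The paper proposes that this may explain the weak change on the arrays. For *Axin2* it likewise described opposite changes in these tissues, with an unchanged level in the whole ureter.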

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

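The test of female RNA was chosen after the result was seen. Each sex had 1 array, so no difference between the sexes was tested, and dye changed with sex.

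*Xist* was flagged because it moved in opposite directions, with log2 ratios of 1.64 on the male and -0.35 on the female array. In the male *Ctnnb1-cKO* pool the signal of its brightest probe was 0.862% of that in the female *Ctnnb1-cKO* pool, and in the male control pool that probe was not well above background. A small amount of female RNA in the male *Ctnnb1-cKO* pool is a candidate explanation. It needs every *Xist* probe to be higher there, and the lower of both probes had 0.40, close to background. This neither excludes nor establishes it, and a difference in dye background stays open.

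*Hbb-y* (0.35 on the male and -0.76 on the female array) and *Irf1* (0.96 and -0.074) were flagged for the same reason. Neither was called by limma. Dye, sex and the pools cannot be told apart for them, and no explanation was tested.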

How the results depend on the processing

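All alternatives here were fixed before the data were examined. The counts by the fold rule stayed within 1.5 times under every alternative except the threshold of 1.5-fold, which by its construction gave 558 higher and 439 lower genes. Leaving out 1 array gave 276 to 359 higher and 264 to 284 lower genes. The authors' series table gave 275 higher and 242 lower, which included 239 and 210 of the same genes.

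Median centring in place of loess changed most. The number of genes called by limma became 0 higher and 0 lower, r became 0.516 and rho 0.241, and the dye and sex contrast held 65 genes. The median of all tested genes moved to 0.10, and 63.4% of genes called by the fold rule were higher against 53.3% with loess. *Tbx18* had -2.02 and was no longer called. The cause was not tested. In the authors' series table *Tbx18* had -2.15 and was not called, and the dye and sex contrast held 7 genes; the cause was not tested. Limma called 1645 genes higher and 1840 lower there, so that 47.2% of its calls were higher against 56.1%, and 493 and 384 of these were the same genes. Without a filter on dim probes rho was 0.405, over more genes.

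With fry, a test of another hypothesis, 5 lists were higher and 5 lower, of which 4 and 4 were the same lists as with camera. FGF targets and renal stroma were gained. With camera and an estimated correlation in place of the preset one, 0 lists were higher and 0 lower. That test has little power with 1 residual degree of freedom, so these counts say nothing about the stability of the lists. At the preset correlation, 5 lists were lower without background subtraction, with a normexp offset of 16, with processed signals and with the filter on every spot, and the list lost was proliferation. Median centring lost proliferation and gained WNT targets.

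The fit with no replicate block, which treats the 4 channel values as 2 against 2, called 1691 genes higher and 1333 lower. It kept 1493 and 1206 of the same genes. *Tbx18* had -2.16 and *Ctnnb1* 0.07. It added renal stroma to the lower lists (7 lists) and changed no other list.

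Among single genes, *Trp63* reversed to -1.54 with the mean over all probes, because its probes disagree. That mean includes 1 probe that was not well above background in the *Ctnnb1-cKO* channel of either array, so its size is uncertain. Over all single genes and alternatives, a call was lost in 351 cases, most of them with median centring (195) or the series table (127). A call was gained in 68 cases, and 3083 cases kept their direction and side of the threshold, not counting the fits with an array left out. With an array left out limma has no residual degrees of freedom, so its counts and the list tests have no value there. The remaining array gave 0.04 to 0.11 for *Ctnnb1* and -2.28 to -2.03 for *Tbx18*. With 2 arrays, a single array cannot lie further than 1 SD from their mean, so these values say nothing about stability. Signal over background was lowest in the red channels, and dim genes are the least certain.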

Other observations

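The tests of dye bias, swapped labels, the *Ctnnb1* probe, the region of *Iigp1*, skeletal muscle and nervous tissue were chosen after the values they concern were seen.

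The genes changed by the fold rule may have technical sources. Dye bias as the source of most of them is argued against, since 1 gene passed when array 2 was not flipped, although loess itself removes dye bias that depends on intensity. With median centring in its place 65 genes passed unflipped against 291 higher and 168 lower flipped, and 7 passed unflipped in the authors' series table. A dye contribution to single genes stays open. Sequence linked to the engineered loci does not account for most calls: of 175 genes within 10 Mb of *Tbx18* or *Ctnnb1*, 7 were called (4.0%), against 441 of 14841 elsewhere (2.97%; one-sided Fisher's exact test, p = 0.268). A contribution to those 7 genes stays open.

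That *Ctnnb1* was not lower may reflect a probe outside the deleted exons. There was 1 probe for *Ctnnb1*, and its place relative to those exons was not analysed, so this stays open, as does *Ctnnb1* from cells without cre. Swapped labels on both arrays are argued against by *Tbx18*, at -2.16 in the channel labelled as carrying the cre allele.

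The higher genes might come from tissue composition. A lower share of mesenchyme would raise the genes of the other cell types alike, but the medians of 5 such lists spanned 0.875 on the log2 scale against a largest difference between arrays of 0.289. They ran from -0.15 for endothelium to 0.73 for neural crest and neuron genes, with 0.15 for pan epithelium. The pan mesenchyme median was -0.09. Kidney tissue in the *Ctnnb1-cKO* pools stays open: of 31 genes of 3 kidney lists that the study did not pick from these arrays, 14 were higher and 12 lower on both arrays.

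*Iigp1* was among the most lowered genes. A fall of the whole interferon response to the extent of *Iigp1* is argued against, with a median of -0.083 over 20 tested genes and a lowest log2 ratio of -0.51. A smaller decrease stays open: 12 of these genes were lower and 5 higher on both arrays, and limma called 3 lower and 1 higher over all genes, or 5 lower and 1 higher within the list alone. A change spanning the region is argued against as well, since 3 of 25 other tested genes within 1 Mb were lower by the fold rule and 8 were called lower by limma. Between 60381571 and 60634019 on chromosome 18 (mm9), however, all 7 tested genes, *Iigp1* included, were lower at least 2-fold on both arrays at any signal. This stretch was chosen from its values. A local variant, shared regulation and hybridization between similar genes of the stretch could each give this, and none was decided.

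Skeletal muscle genes were higher, with 8 of 10 tested genes higher on both arrays. *Myl1* had log2 ratios of 1.20 on the male and 1.80 on the female array, and *Mylpf* (-0.05) and *Tnnt3* (0.03) did not change. Skeletal muscle tissue in the pools could explain the rise, and the unchanged genes, at signals from 34.1 to 222.4, do not exclude it. Of the 13 neural crest and neuron genes, 12 were higher on both arrays. More nervous tissue in the *Ctnnb1-cKO* pools may explain this and was not told from a change of expression. In both cases the number of pools leaves a biological explanation untested.

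The brightest-probe rule hides some changes. For 15 genes, among 5562 with more than 1 detected probe, another probe met the fold rule and the brightest did not. *Trp63* is one of them.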
